A study of Homo sapiens with 13 samples.

How the data were processed

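Total RNA was measured by sequencing in 13 libraries of neutrophils made from the human embryonic stem cell line H9 and collected at day 21 of differentiation by their surface CD16. Per the labels' protocols, the libraries were prepared with a stranded total RNA kit and sequenced on a NextSeq 500. Reads were counted on rows of ribosomal, small nuclear and small nucleolar RNA as well as messenger RNA, and the shares of ribosomal and small nucleolar RNA differed between libraries. The samples were placed in 8 groups from their titles: unmodified neutrophils, neutrophils carrying a chimeric antigen receptor (CAR) named CLTX-T-CAR, CLTX-NK-CAR, IL13-CAR, J591-CAR or antiPSMA-nanobody-CAR, and unmodified and CLTX-T-CAR neutrophils kept with tumour cells (glioblastoma, per the labels), which are called cocultured here. Primary neutrophils, which the series text also names, were not analysed here.

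Each deposited table lists 26186 rows of RefSeq gene models, of which 19636 have at least 1 protein-coding transcript, in the same order in all libraries. Per the file headers, the authors ran rpkmforgenes with whole transcripts and with positions shared by genes of different names removed, and it wrote for each row an RPKM value and a read count. The deposited counts are whole numbers and are not normalized. Per the file headers, the deposited RPKM values are scaled to the authors' number of normalization reads, which is close to the sum of reads on protein-coding rows. The aligner, the genome build, the use of strand and the handling of reads that map to several places are not stated, so no coordinates are given. For the same reason, genes that share reads with near-identical copies, and antisense genes, have uncertain counts. In 724 cases a symbol stands on more than 1 row, and the rows were kept apart. The RPKM values were used only to derive a transcript length for each row from counts of at least 20.

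The counts were tested with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood test with TMM scaling factors and the filterByExpr filter, and a gene was called at a Benjamini-Hochberg adjusted p-value under 0.05. Standard errors were derived from the log2 fold change and the F statistic. The group fit used all 13 libraries with a mean per group, which leaves 5 residual degrees of freedom. A second fit used the 9 libraries without coculture to set all CAR libraries against the unmodified ones, and another used the 7 unmodified and CLTX-T-CAR libraries with CAR as a covariate to estimate a common coculture effect. Comparisons with a single library in an arm were described on the scale of log2(CPM + 1) with no p-value. CPM means counts per 1000000 after TMM scaling throughout. Gene lists written before the data were examined were tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01, over 78 list and comparison pairs. In comparisons with a single-library arm, the median of a list was placed among 10000 random lists matched on mean expression in 20 bins. All members of 12 lists and 9 of the 10 members of the list of CAR components had a row.

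Genes named in the text were chosen by a rule written before the data were examined. Among called genes with a mean of at least 10 CPM over the compared libraries and no overlap between the arms, the 5 largest rises and the 5 largest falls were taken. Genes of the lists with an adjusted p-value under 0.05 were added, as were genes of the neutrophil, pluripotency and CAR component lists needed to describe identity or transgene signal. Genes named outside this rule are marked as chosen after their values were seen.

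The titles number the replicates within a group, and do not state that same-numbered libraries of different groups belong together. Pairing libraries across groups by this number is therefore an assumption. Fits with that number as a block were run beside the fits without it for coculture in unmodified, CLTX-T-CAR in coculture, IL13-CAR and J591-CAR. They were also run for the CAR constructs together over the 6 numbered libraries, but not for the common coculture effect. Calls of J591-CAR against IL13-CAR are given without the block only. The other alternatives were RLE size factors, no filter on low counts, a mean of at least 10 CPM, the Wald test of DESeq2 1.42.0, only the 4 libraries compared, an absolute log2 fold change of at least 1, a pseudocount of 0.1 for the untested comparisons, and leaving out each replicate in turn. A restriction to protein-coding rows, the share of olfactory receptor reads as a covariate, the crossed pairing, and for the single-library constructs the RLE scaling and the omission of either unmodified library were chosen after seeing the data. The scripts were tested on simulated counts with 200 changed genes of at least 10 CPM. The counts were drawn from the mean of each gene over all 13 libraries, the real library sizes and a spread common to all libraries. They held no profile as unlike the rest as that of unmodified replicate 2 and no spread that differed between groups. Their false calls therefore do not measure error in the real comparisons with unmodified. At the full spread the group fit recovered 97.5% of 16-fold changes among 22746 genes with 9 false calls, and 24% of 4-fold changes among 22810 genes with 0 false calls. At a much smaller spread, with dispersions divided by 10, it recovered 100% of 4-fold changes among 22039 genes with 5 false calls. The 9-library fit recovered 97% of 16-fold changes among 21455 genes with 8 false calls. The 7-library fit recovered 98% among 20840 genes with 13 false calls.

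Total counts ranged from 1509148 to 25604604 per library. Intervals for shares are 95% Wilson intervals, with the exact bound where a count was 0, and the floor is 3 counts. Reads carry no molecular identifiers, so intervals and floors cover counting error only.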

Results

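The transcriptomes of 13 neutrophil libraries derived from H9 human pluripotent stem cells at day 21 were compared. H9 is an established human embryonic stem cell line. Unmodified, IL13-CAR, J591-CAR, unmodified cocultured and CLTX-T-CAR cocultured neutrophils had 2 libraries each. CLTX-T-CAR, CLTX-NK-CAR and antiPSMA-nanobody-CAR neutrophils without coculture had 1 library each, and no replicate check exists for them. The deposited numbering treats CLTX-T-CAR and CLTX-NK-CAR as if they were replicates of a single CLTX group. Their titles name different constructs, and the groups follow the titles. A CAR is a synthetic receptor that joins a binding domain to intracellular signalling domains. Between 36198823 and 57518315 reads were mapped per library. Unmodified replicate 2 had the lowest total count, 1509148, which was 3.96% of its mapped reads, whereas 23.0% to 54.1% of mapped reads were counted in the other 12 libraries. Ribosomal RNA rows held 7.0% of the counts of unmodified replicate 2 (95% Wilson interval 6.96% to 7.04%) and 84.2% of those of unmodified replicate 1 (84.2% to 84.2%). Counts on protein-coding rows were 1200712 in unmodified replicate 2, 3802296 in unmodified replicate 1, and reached 12761873 in J591-CAR replicate 1.

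Replicates were compared before they were averaged. Across genes, which are not independent replicates, the Spearman correlation within groups had a median of 0.936 (SD 0.192, n = 5 pairs) and ranged from 0.517 for the unmodified pair to 0.975. At least 2-fold differences between replicates were found in 55.6% of 8619 genes for the unmodified pair, 12.5% for J591-CAR, 8.59% for unmodified cocultured, 0.812% for IL13-CAR and 0.348% for CLTX-T-CAR cocultured. The lowest chi-square per gene of any pair was 5.90, for the IL13-CAR replicates, so no pair was within sampling noise and all libraries were counted separately.

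The profiles also differed in a measure that the groups do not explain. Olfactory receptor genes took 9464 reads per 1000000 protein-coding reads (RPM) in unmodified replicate 2 (95% Wilson interval 9292 to 9638), and from 8.15 to 1129 in the other 12 libraries. The first principal component of the 500 most variable genes, with the olfactory receptor and 3 other silent gene families left out, held 65.7% of the variance. It rose with the log10 olfactory receptor share (Pearson r = 0.979, permutation p = 1e-05, adjusted p = 1e-05; Spearman rho = 0.989, permutation p = 1e-05, adjusted p = 1e-05; n = 13; 2-sided), and r was 0.987 in the 11 libraries left without unmodified replicate 2 and J591-CAR replicate 1, where p was 1e-05 and adjusted p 1e-05. That p is the smallest the permutations can give. The 3 values form 1 family. The labels name no batch, so the relation could not be recomputed within batches. The share and the component score were both higher in replicate 2 than in replicate 1 in unmodified, IL13-CAR, J591-CAR and unmodified cocultured. Both were lower in replicate 2 in CLTX-T-CAR cocultured. The relation was not recomputed within replicate numbers.

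**Figure D1:**
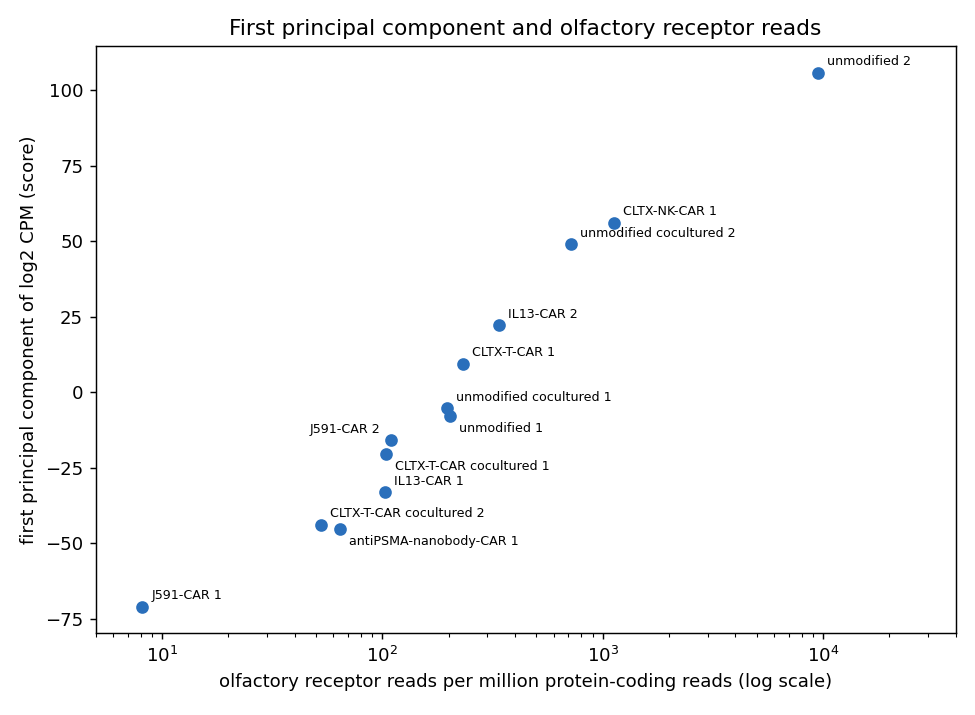
Score on the first principal component (vertical axis) against olfactory receptor reads in RPM of protein-coding reads (horizontal axis, log scale), with 1 point per library. Unmodified replicate 2 lies at 9464 RPM and J591-CAR replicate 1 at 8.15, at opposite ends of the component.

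CD247, the gene of the CD3 zeta chain whose signalling domain is used in many CARs, was examined first as a check of the labels, which do not state the domains of these constructs. CD247 (NM_ rows, normalized CPM) was 116 in the CLTX-T-CAR library, 69.8 in CLTX-NK-CAR, 58.0 and 52.9 in IL13-CAR, 35.2 in J591-CAR replicate 1 and 13.7 in antiPSMA-nanobody-CAR. It was 96.3 and 87.7 in the CLTX-T-CAR cocultured libraries. In unmodified replicate 1 no CD247 read was counted, where the floor of 3 counts corresponds to 0.409 CPM, and unmodified replicate 2 had 23.4 CPM from 111 counts. The libraries labelled unmodified cocultured had 66.5 and 66.1 CPM, from 1133 and 815 counts, and the library labelled J591-CAR replicate 2 had 0.503 CPM from 9 counts. IL13 itself had 2 and 1 counts in the IL13-CAR libraries (0.154 and 0.0775 CPM), and 5 and 2 counts in the unmodified cocultured libraries, so its count did not mark the IL13-CAR label. The unmodified cocultured libraries and J591-CAR replicate 2 go against a reading of CD247 as a mark of the CAR, and the groups below are therefore named as labelled.

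**Figure D2:**
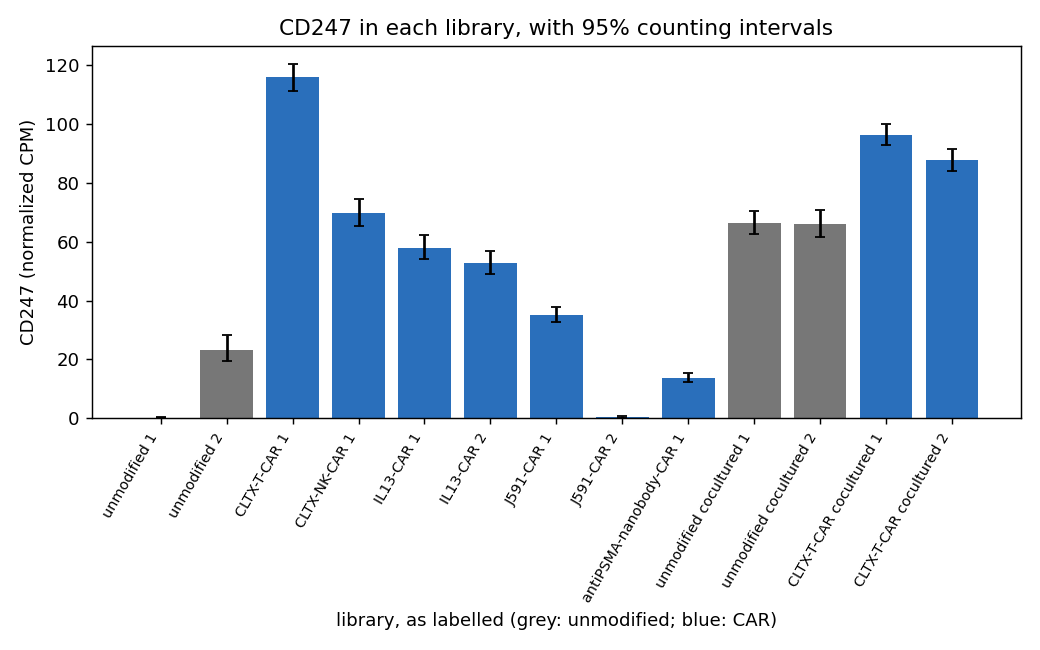
CD247 in normalized CPM (vertical axis) in each library (horizontal axis, grey for libraries labelled unmodified and blue for CAR), with 95% intervals of counting error. Both libraries labelled unmodified cocultured reach 66 CPM, and J591-CAR replicate 2 lies at 0.503 CPM.

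Of the neutrophil genes, CSF3R, MPO and FCGR3B were counted in all 13 libraries at different levels, and others were near or at 0 in some. CSF3R ranged from 33.3 CPM in unmodified replicate 2 to 646 CPM in unmodified replicate 1. MPO was 2539 CPM in unmodified replicate 1 and 27.8 CPM in unmodified replicate 2, and reached 15901 CPM in J591-CAR replicate 1. FCGR3B, a gene of CD16, ranged from 0.50 CPM in J591-CAR replicate 1 to 48.6 CPM in CLTX-T-CAR, and FCGR3A, the other CD16 gene, had 0 counts in J591-CAR replicate 1. ELANE had 4 and 3 counts in the unmodified cocultured libraries. CXCR2 had 1 count in unmodified cocultured replicate 1 and 2 in IL13-CAR replicate 1. LTF had 0 counts in IL13-CAR replicate 1, J591-CAR replicate 1 and CLTX-T-CAR cocultured replicate 2. Of the pluripotency genes, POU5F1 lay between 0.249 and 3.79 CPM, SOX2 between 0.0770 and 8.43 CPM and NANOG between 0 and 20.7 CPM. The highest value of each was in unmodified replicate 2, and SOX2 was 6.62 CPM (191 counts) in CLTX-T-CAR cocultured replicate 1.

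The first comparison asked what coculture with tumour cells changes in unmodified neutrophils. In edgeR's quasi-likelihood test, 276 of 23248 genes had an adjusted p-value under 0.05 between the libraries labelled unmodified cocultured and unmodified, 220 higher and 56 lower, and 3502 genes had an unadjusted p-value under 0.05. Same-numbered libraries deviated together with a correlation of 0.385 across genes, and with the replicate number as a block 353 genes were called, of which 268 were among the 276. The alternative that moved the count most was the Wald test of DESeq2, which called 2029 genes, and the fit of only the 4 libraries compared called 0. Because CD247 goes against the label of the cocultured libraries, these directions hold for libraries as labelled. The median log2 fold change of all genes was -0.79. It became -0.96 under RLE size factors, 0.11 with the olfactory receptor share as a covariate and 0.25 without unmodified replicate 2, so the sign of this baseline depended on that library. Small nucleolar RNA genes made up 69 of the calls, and all 69 were higher under both TMM and RLE scaling.

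SNORA14B rose by a log2 fold change of 6.16 (SE 0.93, edgeR adjusted p = 0.0151), from 0.948 ± 1.34 to 59.6 ± 16.8 CPM (SD, n = 2). RNU11 rose by 6.09 (SE 0.78, edgeR adjusted p = 0.00664), from 2.12 ± 0.877 to 142 ± 7.58 CPM (SD, n = 2). The rises of SCARNA1, SNORA20 and SNORA8 were 5.81, 5.72 and 5.70 on the log2 scale. The largest falls were in RNASE3, TNC, GFRA1, PSTPIP1 and A2M. RNASE3 was at or under the floor in both cocultured libraries (edgeR adjusted p = 0.0339). Its unmodified mean, 27.6 ± 36.3 CPM (SD, n = 2), was 132-fold above that floor but came mostly from unmodified replicate 1. The log2 fold change was -7.27, and -3.13 without that library, so 132-fold is not a lower bound of the fall. TNC fell from 40.4 ± 4.95 to 1.68 ± 1.87 CPM (SD, n = 2; log2 fold change -4.63, SE 0.75, edgeR adjusted p = 0.0172). Of 220 list genes, 11 were called over all genes and 30 when adjusted over the lists alone. Among them IFI6 rose from 8.04 ± 1.74 to 130 ± 8.91 CPM (SD, n = 2; log2 fold change 4.02, SE 0.66, edgeR adjusted p = 0.0189).

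The effect of the CAR under coculture was asked by setting CLTX-T-CAR cocultured against unmodified cocultured. A single gene, NR2F2, was called by edgeR among 23248, and 1333 had an unadjusted p-value under 0.05. NR2F2 was 50.3 ± 2.45 CPM against 3.65 ± 0.107 CPM (SD, n = 2; log2 fold change 3.78, SE 0.41, edgeR adjusted p = 0.0207). Without coculture it was 25.8 and 17.7 CPM in unmodified and 36.3 CPM in CLTX-T-CAR, and it was 6.47 and 5.11 CPM in IL13-CAR. The difference thus came mostly from a low level in the unmodified cocultured libraries, more than from a high level in CLTX-T-CAR. That low level was near those of IL13-CAR and of antiPSMA-nanobody-CAR (2.14 CPM). CLTX-NK-CAR had 45.7 CPM and J591-CAR 25.3 and 29.5 CPM. Same-numbered libraries correlated at -0.154. With the replicate block 3 genes were called, with NR2F2 at an adjusted p of 0.00937, and with the crossed pairing 29 genes, with NR2F2 at 0.00641. The differences of the pairs for NR2F2 were 3.84 and 3.68 on the log2 scale, and 3.78 and 3.74 with crossed pairs. With protein-coding rows only, NR2F2 had an adjusted p of 0.0535 and no gene was called. Of the 220 list genes, 0 were called over all genes and 6 over the lists alone. CD247 was detected in all 4 of these libraries, so the contrast is between libraries as labelled.

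IL13-CAR neutrophils were set against unmodified neutrophils to ask what the construct changes. In the edgeR test 490 genes were called, 339 higher and 151 lower, and 4664 had an unadjusted p-value under 0.05. The fit of only the 4 libraries compared called 0. The 13-library fit shares its error over all groups with replicates. Replicates differed at least 2-fold in 55.6% of genes for unmodified but in 0.812% for IL13-CAR. Same-numbered libraries correlated at 0.431, and the replicate block gave 759 calls, of which 487 were among the 490. Small nucleolar RNA genes made up 77 of the calls, all higher under both scalings. The largest rises were SNORA33, RNU11, SNORA14B, SCARNA1 and SNORA20. RNU11 rose by 6.27 on the log2 scale (SE 0.79, edgeR adjusted p = 0.00512), to 161 ± 4.70 CPM (SD, n = 2). The largest falls were OLFM4, RNASE3, HP, ALOX15 and RPGR. OLFM4 had a log2 fold change of -9.17 (SE 2.12, edgeR adjusted p = 0.0483), and its unmodified level was 272 ± 372 CPM (SD, n = 2), a spread wider than the mean. Of the list genes, 11 were called over all genes and 19 over the lists alone, IFI6 among them at a log2 fold change of 4.13 (SE 0.67, edgeR adjusted p = 0.0129).

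J591-CAR against unmodified gave 782 called genes in the edgeR test, 499 higher and 283 lower, with 7281 at an unadjusted p-value under 0.05. Same-numbered libraries correlated at 0.317, and the replicate block gave 2289 calls that included all 782. With the olfactory receptor share as a covariate 0 genes were called, and the fit of only the 4 libraries compared also called 0. The largest rises were SFXN4, 2 rows of MIR1244 copies that share their counts, GGH and RAN. GGH rose from 3.84 ± 0.229 to 42.5 ± 7.78 CPM (SD, n = 2; log2 fold change 3.47, SE 0.45, edgeR adjusted p = 0.0216). The largest falls were DPCR1, PTPRT, TSIX, DNAH9 and FCGBP, each with a higher value in unmodified replicate 2 than in replicate 1. FCGBP was 85.0 ± 89.0 CPM in unmodified and 1.02 ± 1.25 CPM in J591-CAR libraries (SD, n = 2; log2 fold change -6.40, SE 1.07, edgeR adjusted p = 0.0247). Of the list genes, 17 were called over all genes and 25 over the lists alone, with CDK1 at 3.05 (SE 0.40, edgeR adjusted p = 0.0216) and PCNA at 3.36 (SE 0.56, edgeR adjusted p = 0.0247). J591-CAR replicate 2 had almost no CD247, so the direction holds for the libraries as labelled.

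**Figure D3:**
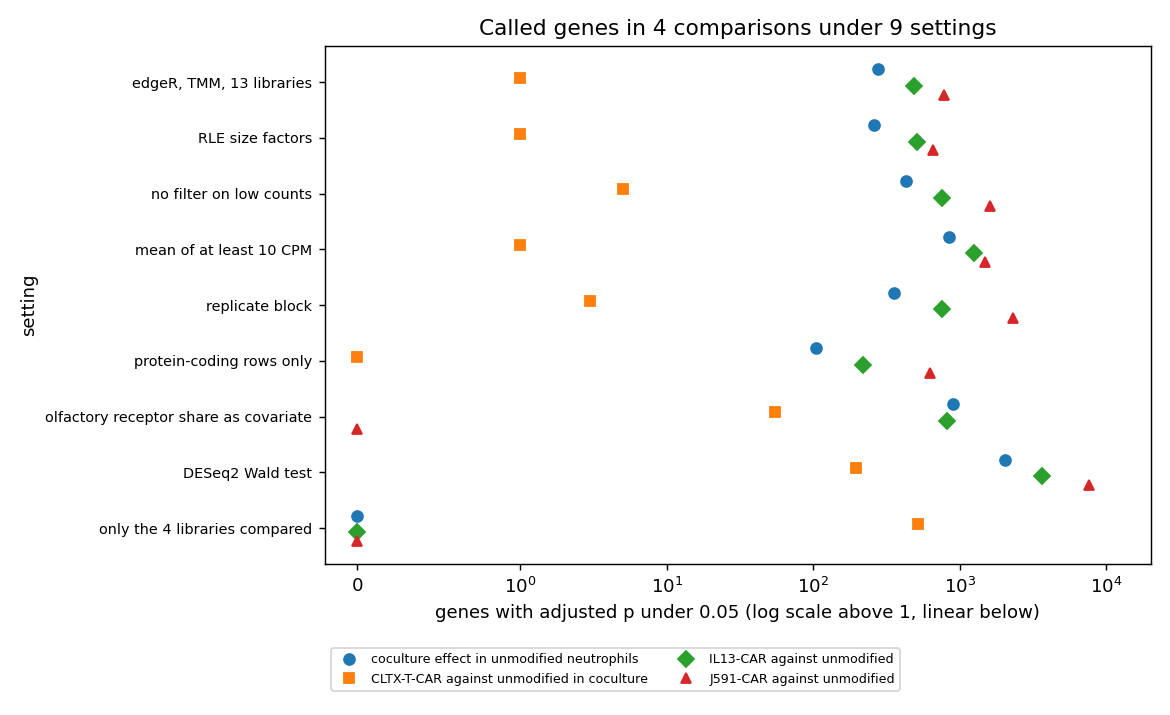
Genes with an adjusted p-value under 0.05 (horizontal axis, logarithmic above 1 and linear below) in 4 comparisons under 9 settings (vertical axis). The J591-CAR count runs from 0 to 7568 and the count for CLTX-T-CAR in coculture from 0 to 515.

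With the constructs of all 7 CAR libraries taken as replicates against the 2 unmodified libraries, 0 of 22272 genes were called by edgeR, and 3608 had an unadjusted p-value under 0.05. The block over the 6 numbered libraries also gave 0. The common coculture effect over unmodified and CLTX-T-CAR neutrophils gave 0 calls among 20823 genes, with 1355 at an unadjusted p-value under 0.05. The replicate block was not run for this effect, so these 0 calls hold only for a fit that ignores the replicate number.

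In CLTX-T-CAR neutrophils, coculture was described without a test, as 2 libraries against 1. At least 2-fold changes were found in 66 of 8619 genes (0.766%), 47 higher and 19 lower, beside 0.348% between the cocultured replicates. Across genes, the coculture changes of the unmodified and CLTX-T-CAR libraries correlated with Pearson r = 0.207 and Spearman rho = 0.143. Against the mean of the unmodified libraries, 2793 genes differed at least 2-fold in CLTX-T-CAR, 1655 in CLTX-NK-CAR and 4532 in antiPSMA-nanobody-CAR. These are fewer than the 4796 genes that differed between the unmodified replicates, but that count sets 1 library against 1. Against a single unmodified library, the highest counts for CLTX-T-CAR and antiPSMA-nanobody-CAR exceeded 4796, and that for CLTX-NK-CAR did not. Of the genes that differed from the mean, 2457, 1455 and 3680 were higher under TMM scaling, and 1640 of 2109, 1073 of 1377 and 2778 of 3868 under RLE scaling.

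Of 78 gene list tests with camera, 27 had an adjusted p-value under 0.05, and 0 did when the inter-gene correlation was estimated from the data. The replicate block was run for 65 of these tests, without the common coculture effect and with the CAR constructs together over the 6 numbered libraries. Of the 65, 22 were called without the block, 20 with it and 19 in both, at the pairing correlations given above. In unmodified neutrophils with coculture the interferon list had a mean log2 fold change of 2.06 beside -0.47 for all genes (camera adjusted p = 1.6e-07; block 1.88e-07), and the hypoxia and glycolysis list 1.83 (camera adjusted p = 1.8e-05; block 1.92e-05). The hypoxia and glycolysis rise was uneven for VEGFA and SLC2A1, genes chosen after their values were seen. VEGFA was 142 and 742 CPM in unmodified cocultured replicates 1 and 2, and SLC2A1 77.9 and 766 CPM. For each gene, replicate 1 lay above both unmodified libraries. It lay below both IL13-CAR libraries, which had no coculture (VEGFA 212 and 176 CPM, SLC2A1 186 and 167 CPM). How far the list mean rests on replicate 2 was not tested. The interferon list was also higher in IL13-CAR without coculture, at 1.70 beside -0.66 for all genes (camera adjusted p = 2.52e-05; block 3e-05). The hypoxia and glycolysis list was higher there too, at 0.80 (camera adjusted p = 0.0275, block 0.0313). The neutrophil list was lower with coculture in unmodified, at -1.52 (camera adjusted p = 0.0107, block 0.0183). It was also lower in IL13-CAR, at -1.81 (camera adjusted p = 0.00631, block 0.0123). Both means rest on unmodified replicates that differed widely, and the neutrophil genes named above did not move alike. MPO was 155 and 243 CPM in unmodified cocultured and 211 and 189 CPM in IL13-CAR. These values and those of CSF3R lay between the unmodified replicates (2539 and 27.8 CPM for MPO). ELANE and CXCR2 lay under both unmodified replicates, and FCGR3B and LTF were mixed. The mast cell, eosinophil and basophil list was lower in the same comparisons, at -1.60 and -1.87 (camera adjusted p = 0.0368 and 0.0361). In J591-CAR the cell cycle list had a mean of 2.60 beside -1.01 for all genes (camera adjusted p = 1.38e-11, block 8.89e-12). That list was also higher in the CAR constructs together, which include J591-CAR, at 1.77 (camera adjusted p = 2.52e-05, block 0.000263). It was 0.84 in CLTX-T-CAR cocultured against unmodified cocultured (camera adjusted p = 2.43e-05, block 1.92e-05). It was not called in IL13-CAR or in either coculture effect. The macrophage and monocyte list was lower in J591-CAR, at -2.38 (camera adjusted p = 0.00393, block 0.00588). In CLTX-T-CAR cocultured against unmodified cocultured, the macrophage and monocyte list had a mean of 1.79 beside -0.25 (camera adjusted p = 7.12e-11; block 3.25e-11). The neutrophil list was higher in this comparison, at 0.88 (camera adjusted p = 0.00191, block 0.00213). In the coculture change of CLTX-T-CAR, the interferon list had a median of -0.50, at percentile 0 of the 10000 random lists, which describes these 3 libraries only. Without coculture and against unmodified, that list had a median of 2.62 in CLTX-T-CAR and 1.43 in CLTX-NK-CAR, at percentiles 100 and 99.99. It was 0.96 in antiPSMA-nanobody-CAR, at percentile 87.49. The hypoxia and glycolysis list had medians of 2.17, 1.88 and 0.60 in that order, at percentiles 100, 100 and 1.37. The cell cycle list had medians of 0.90, 0.61 and 2.34 in the same order, at percentiles 84.84, 85.56 and 100. Each of these values rests on 1 library of the construct.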

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

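The tests of the olfactory receptor share and of mislabelling, and the low depth test for J591-CAR, were chosen only after the result was seen. The measures searched for a library far from the others were also chosen after values were seen. Of 34 such searches, over the 7 CAR libraries without coculture and the 4 cocultured libraries, 3 found a library far from the rest, where chance gives 1.7.

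CLTX-NK-CAR lay far from the other CAR libraries in olfactory receptor reads, at 1129 RPM of protein-coding reads, with the nearest at 339.9. It also lay between CLTX-T-CAR and unmodified replicate 2 on the first principal component. A mix of the CLTX-T-CAR and unmodified replicate 2 profiles lowered the chi-square per gene from 19.6 to 9.01, with 13.05% of reads from the latter, but not to the 5.90 of the IL13-CAR replicates, the level set for this test. That pair had the lowest value of the 5 replicate pairs, whose others were 6.23, 36.1, 104 and 114, so missing it does not rule out such a mix. CLTX-NK-CAR has a single library, and a construct effect was not tested.

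VEGFA was 742 CPM in unmodified cocultured replicate 2, with 142 CPM as the nearest value among the cocultured libraries, and SLC2A1 was 766 CPM there, with 140 CPM as the nearest. Both belong to genes of hypoxia and glycolysis, and the other replicate of the group did not share the level. No explanation of the difference was tested.

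The change against unmodified differed between J591-CAR and IL13-CAR in 947 genes by a direct edgeR test of the constructs, 458 higher and 489 lower in J591-CAR. That count is from the fit without the replicate block, and no count with the block is given. Across genes, transcript length did not track the changes against unmodified in the direction that reads spread by length in unmodified replicate 2 would give: the lowest Spearman rho was 0.063, and 0.051 in the fit with the replicate block, where a value under -0.1 was looked for. Within libraries, however, the Spearman correlation with transcript length was highest in unmodified replicate 2, at 0.575. It ran from 0.222 to 0.415 in the others, so these measures point different ways. The direct test does not involve the unmodified libraries. The labels give no batch, and the label of J591-CAR replicate 2 is in question from its CD247, so a construct effect cannot be told apart from these.

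Of 232 genes at or above 10 CPM that were called for coculture in unmodified neutrophils, 48 moved the opposite way in both CLTX-T-CAR cocultured libraries, and 150 moved the same way. This difference between cell types was not tested. The genes were selected for their change in unmodified libraries, and CD247 goes against the label of the cocultured unmodified libraries. Those libraries lay nearest to a CAR library, IL13-CAR replicate 2, at a chi-square per gene of 14.5 for replicate 1 and 20.7 for replicate 2, which is in line with a mislabelled sample but could also come from libraries made together.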

How the results depend on the processing

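The restriction to protein-coding rows, the olfactory receptor covariate, the crossed pairing and the extra settings of the single-library constructs were chosen after seeing the data. The other alternatives were chosen before the data were examined. The cause of each change below was not tested.

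Without a filter on low counts, calls numbered 429 for coculture in unmodified neutrophils (276 in the report), 5 for CLTX-T-CAR in coculture (1), 761 for IL13-CAR (490), 1615 for J591-CAR (782) and 23 for the common coculture effect (0, with 1355 at an unadjusted p-value under 0.05). At a mean of at least 10 CPM they were 850, 1240 and 1493 for coculture in unmodified, IL13-CAR and J591-CAR. The replicate block gave 3 for CLTX-T-CAR in coculture, 759 for IL13-CAR and 2289 for J591-CAR, and the crossed pairing gave 29 for CLTX-T-CAR in coculture. With protein-coding rows only, the counts were 104 for coculture in unmodified, 0 for CLTX-T-CAR in coculture and 219 for IL13-CAR. With the olfactory receptor covariate they were 903, 55, 814 and 0 in the order coculture in unmodified, CLTX-T-CAR in coculture, IL13-CAR and J591-CAR. DESeq2 gave 2029, 196, 3628 and 7568 in that order, 1683 for the CAR constructs together (0, with 3608 at an unadjusted p-value under 0.05) and 117 for the common coculture effect. The fit of only the 4 libraries compared gave 0, 515, 0 and 0 in that order. The mean of the construct means in the 13-library fit gave 572 for the CAR constructs together. The camera tests gave 0 lists with an estimated inter-gene correlation, against 27.

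RLE size factors kept the 6 tested counts within 1.5 times, but moved the median log2 fold change of all genes from -0.26 to -0.80 for the CAR constructs together, the largest move, and from -1.14 to -1.43 in J591-CAR. The median for the CAR constructs together was 0.34 with the olfactory receptor covariate. Without unmodified replicate 2 the medians were 0.25 for coculture in unmodified, 0.18 for IL13-CAR and 0.0029 for J591-CAR. For J591-CAR, 499 calls were higher and 283 lower in the report, and RLE gave 360 and 297. The balance turned to more lower than higher with DESeq2 (1928 and 5640), the replicate block (1120 and 1169), no filter (768 and 847) and a mean of at least 10 CPM (690 and 803). For IL13-CAR it turned with DESeq2 (1413 and 2215), from 339 and 151 in the report.

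Leaving out 1 replicate leaves an arm of 1 library in the 2 against 2 comparisons, so no test was made. Called genes do not overlap between arms, which fixes in advance that all 276, 1, 490 and 782 keep their direction, so this shows no stability. The CAR constructs together gave from 0 to 0 calls over the 7 fits that each left out one CAR library, the common coculture effect from 0 to 0, and the gene lists from 23 to 27. The fits of the CAR constructs together without either unmodified library were not run, since 1 library would be left and 0 genes are called. In the untested comparisons, leaving out 1 cocultured replicate gave from 59 to 89 genes for coculture in CLTX-T-CAR (66 in the report). Leaving out 1 unmodified replicate gave from 2012 to 5041 for CLTX-T-CAR (2793), from 2198 to 4092 for CLTX-NK-CAR (1655) and from 3006 to 5919 for antiPSMA-nanobody-CAR (4532).

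For the 69 named results, no direction reversed in any setting, which the fits that left out 1 replicate could not show, since the arms do not overlap. In those fits 73 changes moved from the report by at least 1 SE and 203 by less. Without unmodified replicate 1, OLFM4 in IL13-CAR went from -9.17 to -4.00, ALOX15 in IL13-CAR from -6.88 to -2.17 and RNASE3 for coculture in unmodified from -7.27 to -3.13. Of the 69, 66 of the 67 that could be fitted lost their call with only the 4 libraries compared, 27 with the olfactory receptor covariate, 17 of 56 with protein-coding rows only, 9 with RLE size factors, 6 of 52 at a mean of at least 10 CPM, 1 with the replicate block, and 0 with DESeq2 or without a filter. NR2F2 had an adjusted p between 1.21e-22 and 0.0535 over its alternatives. The planned pseudocount of 0.1 for the tested comparisons was not run, since the tests use counts. The fold change minimum of 1 removed no called gene and had nothing to act on where 0 genes were called. In unmodified replicate 2 the floor of 3 counts was 0.632 CPM, from a filtered library size of 1506829 counts scaled by its TMM factor of 3.15, which limits what can be said of genes low in unmodified neutrophils.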

Other observations

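The tests below of the olfactory receptor share, mislabelling, J591-CAR depth, matrix genes, eosinophil genes and small nucleolar RNA were chosen only after the result was seen. The criterion of the small nucleolar RNA test was set with the shares already known.

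Unmodified replicate 2 had a flat profile, with reads spread over genes that are silent in most cells. Reads from genomic DNA or other sources than transcripts are a candidate explanation. Its olfactory receptor share was 9464 RPM of protein-coding reads, and keratin-associated protein, taste receptor and beta-defensin genes, a second set of silent families, took 1806 RPM, the highest of the 13 libraries. The other 12 libraries reduced at random to the same number of protein-coding reads had at most 1119 RPM in olfactory receptor genes. Random reduction keeps the expected share, so this outcome was fixed beforehand and does not count against low depth. No biological explanation was tested. This library is 1 of the 2 in every comparison with unmodified without coculture, so their calls may depend on it; with the olfactory receptor covariate J591-CAR had 0 calls and IL13-CAR 814.

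CD247 in the libraries labelled unmodified cocultured was tested in several ways. The count expected from the olfactory receptor reads reached at most 4.26% of the CD247 count, so such reads are not a sufficient source. The summed CPM of CD3D, CD3E, CD3G, CD2 and CD5 was 3.64 and 5.68, beside 2.23 and 4.11 in IL13-CAR, so only replicate 2 exceeded both IL13-CAR libraries. CD5 made up 58 of the 62 counts in replicate 1 and 51 of the 70 in replicate 2, which leaves 4 and 19 counts for the other genes beside 1133 and 815 for CD247. The sum alone does not decide the test, and these low counts give little sign of T cell RNA. These are mostly T cell genes, and no list of NK cell genes was tested. CD2, KLRK1 and CD244, which NK cells also express, were not raised in the unmodified cocultured libraries. CD2 had 0 and 4 counts there, beside 3 and 2 in IL13-CAR, and KLRK1 had 0 and 0. CD244 was 9.04 and 8.19 CPM, beside 9.32 and 12.4 CPM in IL13-CAR. For these genes the values argue against NK cell RNA as the source. KLRK1 says less, since it was at most 0.277 CPM in all 13 libraries. Both libraries lay nearest to IL13-CAR replicate 2 by chi-square per gene, at 14.5 and 20.7, beside 36.1 to each other. The Spearman correlation was also highest with an IL13-CAR library, at 0.948 and 0.933. A mislabelled sample may explain this, and so may libraries prepared together; the labels give no batch to tell these apart.

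In J591-CAR replicate 2, low depth is not a sufficient explanation of the near absence of CD247, since the upper 95% bound was 0.956 CPM and replicate 1 had 35.2 CPM. The library lay nearer to unmodified replicate 1 (chi-square per gene 60.5) than to J591-CAR replicate 1 (114). The Spearman correlation ranked them the other way, at 0.914 with unmodified replicate 1 and 0.936 with J591-CAR replicate 1. Chi-square also grows with depth, and unmodified replicate 1 had 3802296 protein-coding reads against 12761873. Depth alone does not account for the 114, since antiPSMA-nanobody-CAR, with 11673039 protein-coding reads, lay at 65.7. That library carries a different CAR by its label and was also nearer than J591-CAR replicate 1. A mislabelled sample was thus neither shown nor excluded.

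COL3A1 ranged from 122 CPM in unmodified replicate 2 to 2066 CPM in CLTX-T-CAR over the 9 libraries without coculture, and from 894 to 1854 CPM over the 4 with it. Its rank among protein-coding rows was 817 in J591-CAR replicate 1 and 437 in antiPSMA-nanobody-CAR, so it was not abundant in all libraries. The mean log2 level of the matrix gene list was 5.66 ± 0.488 (SD, n = 4) in the cocultured libraries and 5.30 ± 0.597 (SD, n = 9) in the others (one-sided exact permutation p = 0.159 over 715 splits), so RNA carried over from tumour cells in coculture was not detectable by this test.

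EPX and PRG2, genes of eosinophil granules chosen after their values were seen, ranked 2 and 1 among protein-coding rows in unmodified replicate 1 and in J591-CAR replicate 2. EPX, PRG2, PRG3 and CLC together took 6.43% of protein-coding reads in unmodified replicate 1 (95% Wilson interval 6.41% to 6.46%) and 0.0277% in unmodified replicate 2. Over the 13 libraries, the lowest of the 6 pairwise Spearman correlations was that of EPX and PRG3 (Spearman rho = 0.896, permutation p = 7e-05, adjusted p = 8.4e-05; Pearson r = 0.876, permutation p = 1e-04, adjusted p = 0.00012), and r was 0.963 without the 2 unmodified libraries, the farthest from the median of EPX. The lowest Pearson r was that of PRG2 and PRG3, at 0.791 (permutation p = 4e-04, adjusted p = 4e-04), and it was 0.958 without the same 2 libraries. The labels give no batch in which to repeat it. Genes that rise and fall together are consistent with cells of the eosinophil lineage in some preparations, which remains a hypothesis.

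Small nucleolar RNA shares were 12374 and 17068 RPM of protein-coding reads in unmodified cocultured, and 17109 and 14898 in IL13-CAR, which had no coculture. The test for a difference between library batches asked for replicates within 1.5 times of each other, and the largest ratio was 1.96, in J591-CAR, so the criterion was not met. The ratios were 1.70 in unmodified, and 1.15, 1.38 and 1.13 in IL13-CAR, unmodified cocultured and CLTX-T-CAR cocultured. The share was higher with coculture in both cell types, which cocultured libraries prepared together would also give, so this test does not separate coculture from a batch difference.

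The common coculture effect over unmodified and CLTX-T-CAR neutrophils had 0 calls and 1355 genes at an unadjusted p-value under 0.05, in a fit without the replicate block. Of the 12 splits of the 7 libraries that part both same-numbered pairs as the real one does, 12 gave at least as many calls, which a count of 0 fixes in advance, and 1, the real one, gave as many genes at an unadjusted p-value under 0.05. Since 1 of 12 is a share of 0.0833, these splits cannot separate the effect from chance. Among all 34 splits that could be fitted, which include splits that part fewer pairs, 8 gave as many genes at an unadjusted p-value under 0.05.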
